# Matrine, a potential c-Myc inhibitor, suppresses ribosome biogenesis and nucleotide metabolism in myeloid leukemia

**DOI:** 10.3389/fphar.2022.1027441

**Published:** 2022-10-21

**Authors:** Wang-Jing Zhong, Lingdi Ma, Fanfan Yang, Jialin Cao, Junyu Tan, Bohong Li

**Keywords:** matrine, c-Myc, ribosome biogenesis, nucleotide metabolism, myeloid leukemia

## Abstract

Previous studies have shown that matrine, a natural compound extracted from the herb *Sophora flavescens*, has a good anti-leukemia effect, but its key target and mechanism remains unclear. Here, we found that only c-Myc could respond rapidly to matrine treatment in three myeloid leukemia cell lines, and matrine inhibited both transcription and translation of c-Myc. Ribosome biogenesis and nucleotide metabolism, the key downstream of c-Myc, were significantly suppressed after matrine treatment. Therefore, our results confirmed that matrine is a special c-Myc inhibitor which suppresses ribosome biogenesis and nucleotide metabolism by inhibiting c-Myc in myeloid leukemia. This study provides scientific basis for the development of matrine derivatives to c-Myc-driven cancers.

## Introduction

Abnormal activation of c-Myc is one of the most common features of human cancers. Overexpression of c-Myc is found in more than 50% of human cancers and is associated with poor prognosis (Dang, 2012; Wang et al., 2021). The occurrence and development of a variety of hematological cancers, such as leukemia (Calabretta and Skorski, 1997), lymphoma (Zhou et al., 2014) and multiple myeloma (Jovanović et al., 2018), are also associated with abnormal expression of c-Myc. As a transcription factor, c-Myc can regulate the expression of 15% of genes in the whole genome and regulate cell proliferation (Bouchard et al., 1998), apoptosis (Hoffman and Liebermann, 1998), differentiation (Henriksson and Lüscher, 1996), metabolism (Dejure and Eilers, 2017; Dong et al., 2020) and immune response (Casey et al., 2016; Casey et al., 2018). Although c-Myc is a potential anticancer target, it is difficult to be directly targeted by small molecule drugs because it is a natural disordered protein and lacks a suitable drug binding site. At present, c-Myc is mainly targeted indirectly. It is mainly achieved by inhibiting the transcription, translation, transcriptional activity and promoting ubiquitination and degradation of c-Myc, as well as inducing lethal synthesis (Chen et al., 2018). Among them, targeting bromine domain protein 4 (BRD4), a member of bromodomain and extraterminal (BET) fanmily, is the most promising method for inhibiting c-Myc. BRD4 inhibitors have been shown good anti-tumor effects in a variety of tumors, including acute myeloid leukemia and multiple myeloma, and a large number of BRD4 inhibitors are currently in clinical trials (Delmore et al., 2011; Zuber et al., 2011; Lu et al., 2020). Butler et al. recently found that the Lon protease from uropathogenic *Escherichia coli* (UPEC) directly binds c-Myc protein and degrades it (Butler et al., 2021), suggesting that c-Myc is not undruggable. The research of targeting c-Myc still faces many difficulties, such as drug resistance of small molecule inhibitors, and some inhibitors cannot be carried out in clinical trials due to large side effects. Therefore, it is a long-term and arduous task to find safer and more efficient c-Myc inhibitors.

Regulation of ribosome biogenesis is considered to be the core and oldest function of c-Myc. c-Myc regulates the production of rRNA through RNA polymerase I and promotes the transcription of ribosomal proteins and translation initiation factors mediated by RNA polymerase II. c-Myc also promotes RNA polymerase III-mediated tRNA biogenesis, which promotes ribosome biogenesis, which in turn affects mRNA translation and protein synthesis, and ultimately affects cell growth (van Riggelen et al., 2010; Destefanis et al., 2020). CX-5461, an RNA polymerase I inhibitor developed for ribosome biogenesis, has shown good stabilization in patients with diffuse large B-cell lymphoma and myeloma in phase I clinical trials (Nadine et al., 2017; Khot et al., 2019). In addition, c-Myc is an important regulator of nucleotide metabolism. It can directly regulate the expression of enzymes related to nucleotide synthesis, such as PRPS2, PPAT, PAICS, GRAT, UMPS and DHODH, which regulate the synthesis of purine and pyrimidine, thus playing an important role in cell metabolism and growth (Liu et al., 2008; Cunningham et al., 2014).

Matrine is an active alkaloid extracted from *Sophora flavescens*, which has anti-inflammatory, antiviral and anti-tumor activities (Sun et al., 2022). Our group has been committed to studying the anti-leukemia effect and underlying mechanism of matrine. Combined with previous studies by other researchers, matrine can inhibit the proliferation, induce apoptosis, autophagy and differentiation of leukemia cell lines, and regulate immune functions (Ma et al., 2015a; Zhang et al., 2015; Wu et al., 2017a; Wu et al., 2018), indicating that matrine has the potential to become a drug for the treatment of leukemia. At present, the molecular mechanism of matrine in leukemia mainly includes up-regulation of the expression of cell cycle suppressors such as P21 and P27, pro-apoptotic proteins, and cell surface differentiation antigens such as CD11b and CD15, down-regulation of oncogenic genes such as c-Myc, HK2, CyclinD1, MMP, HIF-1α, VEGF and anti-apoptotic proteins, modulation of ERK/MAPK, PI3K/Akt/mTOR, IL-6/JAK/STAT3 and other pathways, regulates mitochondrial function and phospholipase cPLA2 activity, as well as the expression of related inflammatory factors and adhesion molecules (Ma et al., 2015b; Wu et al., 2017a; Ma et al., 2017; Lin et al., 2019). In general, matrine can regulate the expression of multiple genes and regulate multiple signaling pathways, but its key targets and main mechanism are still unclear. Therefore, finding the most critical target of matrine is the key to reveal the important mechanism of matrine against leukemia.

Our group previously found that matrine can inhibit the expression of c-Myc in leukemia cell lines, and found that matrine regulates the expression of glycolysis-related enzyme HK2, which may be related to c-Myc (Ma et al., 2017; Lin et al., 2019). Here, we found that c-Myc was not only regulated by matrine, but also the only molecule that responded rapidly to matrine treatment. Matrine inhibited gene transcription, ribosome biogenesis and nucleotide metabolism by inhibiting both c-Myc transcription and translation. Our results suggest that matrine may be a novel c-Myc inhibitor and may have great potential for treating c-Myc-driven cancers.

## Materials and methods

### Primary leukemia cells and normal PBMCs

Peripheral blood mononuclear cells (PBMCs) were isolated from peripheral blood collected from a patient diagnosed with acute myeloid leukemia (AML M5) in Huizhou Central People’s Hospital and six healthy subjects. No treatment with radiation or chemotherapy had been conducted before peripheral blood collection. Ficoll reagent was used to isolate PBMCs in peripheral blood collected within 1 h. Informed consent was obtained from each subject, and the protocol was approved by the Institutional Research Ethics Committee of Huizhou Third People’s Hospital.

### Cell culture

Human Acute Myeloid Leukaemia cell lines HL-60 and U937 and Chronic Myeloid Leukemia cell lines K562 were obtained from the Cell Bank of Chinese Academy of Sciences (Shanghai, China). All of cell lines were culture in RPMI 1640 medium with 10% fetal bovine serum (164210, Procell, China) and 1% penicillin/streptomycin (SV30010, Hyclone, USA).

### Reagents and antibodies

Matrine (S2322, Selleck, USA) was dissolved in ddH_2_O with a final concentration of 40 mg/ml and stored at +4°C. ddH_2_O was used as vehicle control for matrine. Other reagents and antibodies used included: Cycloheximide (CHX, S7418, Selleck, USA), MG132 (S2619, Selleck, USA), Actinomycin D (ACTD, S8964, Selleck, USA), cell counting kit-8 (CCK-8, CK04, Dojindo, Japan), Anti-c-Myc (10828-1-AP, Proteintech group, USA) and Anti-β-actin (23660-1-AP, Proteintech group, USA). DMSO as control for CHX, MG132, and ACTD.

### Cell viability analysis

The cell viability was detected by the Cell Counting Kit-8 (CCK-8) assay. Briefly, U937, HL-60 and K562 cel lines were seeded into the 96-well plate and treated with matrine. 10μL of CCK-8 solution was added into the medium and cultured for 4 h at 37°C before detection. The absorbance of each well at 450 nm was detected by the microplate reader (iMark, Bio-Rad, America).

### RNA isolation and real-time quantitative PCR

Total RNA of Leukemia cells was extracted using Trizol reagent (R0016, Beyotime Biotechnology, China) and reversely transcribed into complementary DNA using ReverTra Ace® qPCR RT Master Mix with gDNA remover (FSQ-301, TOYOBO, Japan). cDNA was quantified by qPCR on a 7,500 real-time PCR System (Thermo Fisher Scientific, USA) using a SYBR Green qPCR kit (522076, Bimake, USA). Relative expression of every gene was calculated by 2^−ΔΔCt^ method and normalized to β-actin. Primers of all genes were designed using Primer 3 software and synthesized in Tsingke Biotechnology. The sequences of the primers are in Supplementary Table S11.

### Protein extraction and western blotting

Total proteins of Leukemia cells were lysed in RIPA buffer (P0013B, Beyotime Biotechnology, China) and total proteins were separated on 10% SDS-PAGE gels, electrophoretically transferred onto polyvinylidene difluoride membranes (IPVH00010, Milipore, USA), then Incubated with antibodies at 4°C overnight after blocking by 5% skimmed milk. After incubation with HRP-coupled secondary antibody, protein signal was detected by chemiluminescence reagent (ECL, Beyotime Biotechnology, China) using high sensitivity chemiluminescence imaging system (Gel Doc™ XR+, Bio-Rad, USA) and quantitatively analyzed by image J software.

### Construction of stable cell lines

Construction of c-Myc-overexpressing cell lines: Lentivirus Specifically adapted for suspension cell lines was purchased from Genechem (Shanghai, China), which contains a lentiviral vector made up of pRRLSIN-cPPT-SFFV-MCS-3Flag-E2A-EGFP-SV40-puromycin element. The CDS sequence of ENST00000377970.6 transcript of c-Myc was selected for vector construction and virus packaging. The cells were seeded in 12-well plates 1 day in advance, infected with a virus content of MOI equal to 30, and added with 30 µL HitransB-2 infection enhancement solution. The cells were cultured at 37°C for 12–16 h and then replaced with fresh medium. After 72 h of infection, the infection efficiency was observed with fluorescence microscope (DMI8, Leica, Germany).

Construction of monoclonal c-Myc-knockout cell lines: Stable monoclonal c-Myc-knockout cell lines was constructed by Haixing Biotechnology (Hunan, China). A lentiviral vector containing double sgRNA that specifically targets the ENST00000377970.6 transcript of c-Myc gene was constructed. The sgRNA expression vector was then electrically transferred into cells by Neon® transfection system (Thermo Fisher Scientific, USA). After purinomycin screening, the cells were seeded into 96-well plates for monoclonal growth. When the cells grew to a certain number, genomic DNA was extracted for PCR reaction to identify the knockout effect. The sequences of the gRNAs are in Supplementary Table S11.

### Global nascent proteins detection

Protein Synthesis Assay Kit (ab239725, Abcam, UK) was used for the detection of global nascent proteins of leukemia cells following the instructions of the manufacturer. Briefly, cells were collected after replacement of fresh medium with protein label for 2 h. After fixation and permeability, the reaction cocktail was added and incubated with the cells away from light for 30 min. Then the cells were washed with 1×PBS and detected by flow cytometry (FACSCanto, BD, USA).

### RNA sequencing

After extraction, total RNA of each sample was quantified and qualified to inspect RNA integrity by Agilent 2,100 Bioanalyzer (Agilent Technologies, USA). Next generation sequencing library preparations were constructed according to the manufacturer’s protocol. The poly(A) mRNA isolation was performed using Poly (A) mRNA Magnetic Isolation Module or rRNA removal Kit. Then libraries with different indices were multiplexed and loaded on an Illumina HiSeq instrument according to manufacturer’s instructions (Illumina, USA). Sequencing was carried out using a 2 × 150bp paired-end (PE) configuration. The sequences were processed and analyzed by GENEWIZ. RNA-seq reads was mapped to the human genome reference assembly (hg38) using Hisat2 (v2.0.1). HTSeq (v0.6.1) was used to estimated gene and isoform expression levels. Significant differential expressed genes were identified as those with a adjust *p* value above the threshold (Padj<0.05), foldchange>1.5 or foldchange>1.2 and FPKM>1 using DESeq2 software.

### LC-MS/MS untargeted metabolomics

Metabolomics was used to evaluate the effect of matrine on nucleotide metabolism performed by Luming Biology (Shanghai, China). Briefly, at least 10 million cells per sample are collected in biological triplicate and extracted with methanol-acetonitrile-water (V:V:V = 2:2:1) according to the manufacturer’s instructions, The metabolites were separated using liquid chromatography-mass spectrometry (LC-MS) in combination with HILIC chromatographic system, a chromatographic technique with the opposite elution sequence from RPLC to better isolate and identify strongly polar and hydrophilic compounds. A Nexera UPLC system fitted with Q-Exactive plus quadrupole-Orbitrap mass spectrometer equipped with heated electrospray ionization (HESI) source (Thermo Fisher Scientific, USA) was used to analyze the metabolic profiling in both HESI positive and HESI negative ion modes. The acquired LC-MS raw data were processed by software Compound Discoverer 3.0 for baseline filtering, peak identification, integral, and peak alignment. Compound identification were based on precise mass-to-charge ratio (M/z), secondary fragments, and isotopic distribution using standard product self-built databases to do qualitative analysis.

### Cell cycle assay

The cells of control group and treatment group were collected by centrifugation, and washed twice with pre-cooled 1×PBS, then fixed at 4°C overnight with pre-cooled 70% ethanol. The cells were collected by centrifugation and washed once with 1 ml 1×PBS. 500uL 1×PBS containing 50ug/mL PROpyl bromide (PI), 100 ug/mL RNase A and 0.2% Triton X-100 was added and incubated at 4°C for 30 min under dark conditions. Flow cytometry (calibur, BD, USA) was used for detection and results were analyzed by the software ModFit.

### Time-course analysis of c-Myc degradation or accumulation

Cells undergoing matrine treatment were subjected to cycloheximide (CHX, 50 mg/ml) or Actinomycin D (ACTD, 2.5 µM) or MG132 (10 µM) and harvested at specific time-points. Total RNA or total proteins was then extracted and subjected to qPCR or immunoblot. β-actin was used as an internal control. Protein band densities were quantified by image J software.

### Bioinformatics

For data acquisition and processing, SLAM-Seq data of c-Myc knockdown by Auxin-Inducible Degron (AID) System came from GEO Datasets (GSE111457), Significant differential expressed genes (DEGs) were identified as those with a adjective *p* value (Padj) above the threshold (Padj<0.05), foldchange>1.5; Seven Chip-Seq datasets of MYC of K562 cell lines was obtained from Cistrome Database (GSM748551, GSM748553, GSM748552, GSM822310, GSM935516, GSM935410 and GSM487427). The intersection of MYC potential targets (score ≥1) from seven Chip-Seq datasets was performed.

Gene Set Enrichment Analysis (GSEA) were performed using GSEA (v.4.2.3) within MSigDB 7.5.1 (http://www.gsea-msigdb.org/gsea/index.jsp). Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis were performed using the OECloud tools (v.1.2.12) (https://cloud.oebiotech.cn).

### Statistical analysis

The intersection of two or more groups was performed by INTERSECT function using R 4.0.3. Fower plot and violin diagram were drawn by R packages Plotrix (v.3.8.2) and Vioplot (v.0.3.7). Venn diagram was drawn using a software tool (http://bioinformatics.psb.ugent.be/webtools/Venn/). All other statistical analyses were performed using GraphPad Prism version 7.0.4 (GraphPad Software Inc., USA). Data in this study are shown as mean ± SEM from at least three independent replicates. Unpaired t-test or two-way ANOVA was carried out to compare the significant differences between the two groups. *p* values < 0.05 was considered significant difference, and all statistical tests in this study were two-sided tests.

## Results

### Matrine can rapidly regulate the expression of c-Myc

Our group and others have previously reported that matrine has a good anti-leukemia effect. Here we further explore its key targets and mechanisms using several myeloid leukemia cell lines. To investigate which genes respond rapidly to matrine treatment, we examined the expression of immediate early genes that are closely related to cell growth. To our surprise, it was c-Myc that responded rapidly to matrine treatment, and matrine reduced the mRNA levels of c-Myc without significantly affecting other early genes in U937, HL-60 (acute myeloid leukemia cell lines) and K562 cell lines (chronic myeloid leukemia cell lines) (Figure 1A). QPCR and western blotting results further showed that c-Myc could respond to matrine treatment more rapidly than its targets PRMT5 (Koh et al., 2015) and FKBP4 (Zeller et al., 2003) (Figures 1B,C). Morecver, we found that matrine treatment for 30min or 24 h did not significantly affect the mRNA levels of MYCN and MYCL, two other members of the MYC family, except that matrine reduced the mRNA levels of MYCL in U937 cells (Supplementary Figure S1). These results suggest that matrine can rapidly regulate the expression of c-Myc.

**FIGURE 1:**
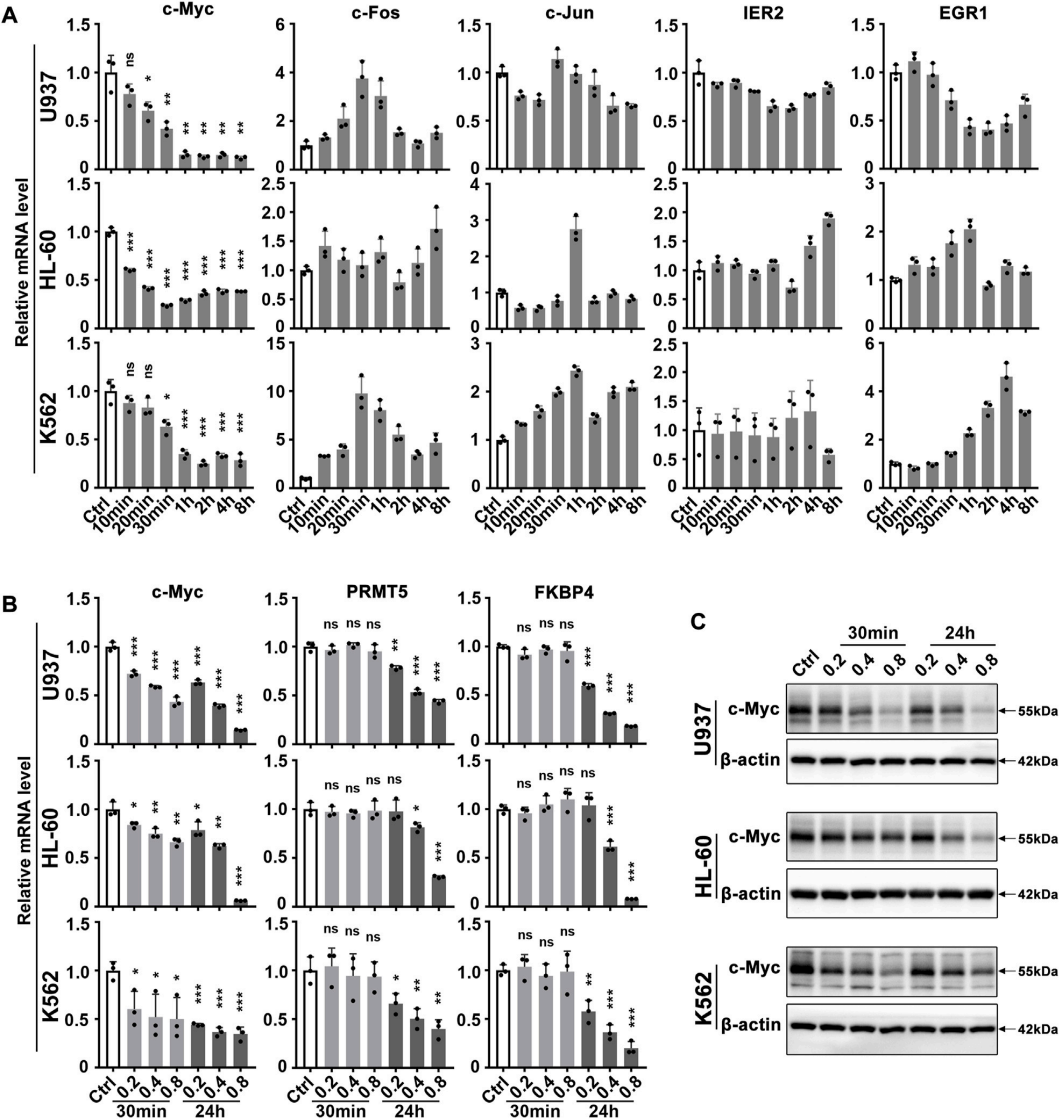
c-Myc responds rapidly to matrine treatment. **(A)** Effects of matrine on mRNA levels of immediate early genes in myeloid leukemia cell lines. U937, HL-60 and K562 cell lines were treated with 0.8 mg/ml matrine for different time and then subjected to qPCR. **(B,C)** Effects of matrine on expression of c-Myc and its targets. U937, HL-60 and K562 cell lines were treated with 0.2, 0.4 and 0.8 mg/ml matrine for 30 min and 24h, respectively, and then subjected to qPCR **(B)** or western blotting **(C)**. β-actin was used as an internal control. Data are shown as mean ± SEM of three independent replicates and unpaired t-test was carried out to detect significance **(A,B)**. ns, *p < 0.05, **p < 0.01, ***p < 0.001 vs. Ctrl. Abbreviations: Ctrl, control; ns, no significance.

### Matrine may inhibit the proliferation of myeloid leukemia cell lines by downregulating the expression of c-Myc

Since matrine can regulate c-Myc expression, does matrine exerts its anti-leukemia effect through c-Myc? We determined that matrine could inhibit the proliferation of U937, HL-60 and K562 cell lines in a time- and concentration-dependent manner (Figure 2A). c-Myc expression was significantly increased in myeloid leukemia cell lines and primary acute myeloid leukemia (AML) cells compared with PBMCs of normal subjects (Figure 2B), and matrine inhibited the expression of c-Myc and proliferation of myeloid leukemia and primary AML cells more significantly (Figures 2C,D). These results suggest that matrine may inhibit the proliferation of myeloid leukemia cells by inhibiting the expression of c-Myc.

**FIGURE 2:**
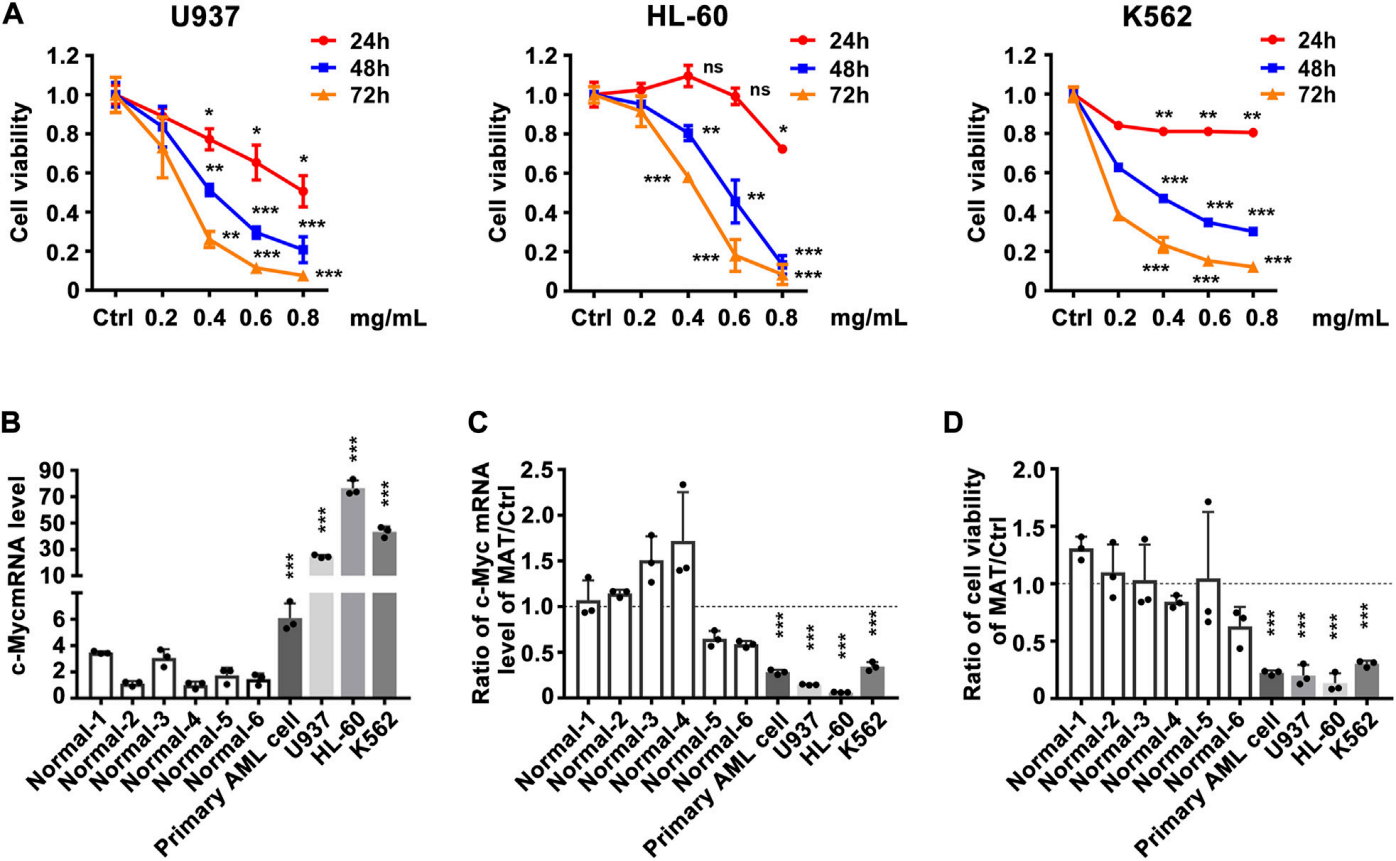
The inhibitory effect of matrine on the proliferation of myeloid leukemia cell lines is related to the expression inhibition of c-Myc. **(A)** Effects of matrine on proliferation of myeloid leukemia cell lines. U937, HL-60 and K562 cell lines were treated with different concentrations of matrine for 24h, 48 h and 72 h, respectively, and then subjected to CCK-8 assay. **(B)** Comparison of c-Myc expression levels between normal peripheral blood mononuclear cells (PBMCs), primary leukemia cells and myeloid leukemia cell lines. **(C)** Comparison of the inhibitory effect of matrine on c-Myc expression in PBMCs, primary leukemia cells and myeloid leukemia cell lines. **(D)** Comparison of the inhibitory effect of matrine on proliferation in PBMCs, primary leukemia cells and myeloid leukemia cell lines. c-Myc mRNA levels were detected by qPCR **(B,C)**. Cell viability was detected by CCK-8 assay **(D)**. β-actin was used as an internal control. Data are shown as mean ± SEM of three independently triplicates and unpaired t-test was carried out to detect significance **(B–D)**. ns, *p < 0.05, **p < 0.01, ***p < 0.001 vs. Ctrl **(A)** or the mean of six normal subjects **(B–D)**. Ctrl, control; ns, significance; Normal 1-6, normal subjects, AML, Acute Myeloid Leukemia.

### c-Myc may be the most critical target of matrine

To test the hypothesis that matrine will specifically abrogate c-Myc-dependent transcription, we utilized global transcriptional profiling. We first characterized the transcriptome consequences of three myeloid leukemia cell lines treated with matrine for 30 min and 24 h (Figure 3A). 

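The RNA-seq data analysed here are those of U937, a human cell line that the paper describes as acute myeloid leukaemia. The HL-60 and K562 libraries of the same experiment are not analysed here. There were 3 libraries each of control cells, of cells treated with 0.8 mg/ml matrine for 30 min and of cells treated with 0.8 mg/ml matrine for 24 h. The same 3 control libraries served both times, and the paper's vehicle for matrine was ddH2O. The authors mapped paired-end reads to hg38 with Hisat2, counted them per gene with HTSeq, and deposited for each library the unnormalized count and the FPKM of 57905 genes under Ensembl identifiers. The total count per library was 17314931, 19366696 and 20796079 in the control, 20402383, 20547390 and 21930018 after 30 min, and 20366304, 20546082 and 21849040 after 24 h. Libraries of a group differed by more than the sampling noise, so each was kept as a separate replicate. The counts were normalized with edgeR's TMM method and tested with its quasi-likelihood test in a single fit of the 9 libraries, with Benjamini-Hochberg adjustment. A gene was tested when its mean FPKM over the 6 libraries of a comparison was above 1, and was called differentially expressed at an adjusted p below 0.05 and a fold change of at least 1.5, the thresholds the paper names. After 30 min, 63 genes were down-regulated and 11 were up-regulated among 11587 tested. After 24 h, 1344 genes were down-regulated and 1820 were up-regulated among 12035 tested. The split between directions at 24 h depended on the scaling: 42.5% of the called genes were down-regulated, against 37.0% when scaled by library totals alone, an alternative chosen after the data were seen, and 49.3% with limma and quantile normalization. The threshold on the fold change moved these numbers most: at a fold change of at least 2, 23 genes were down-regulated at 30 min and 355 at 24 h. The number up-regulated at 30 min depended on a single library, since 18 genes were up-regulated without replicate 2 of that group.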

Surprisingly, after matrine treatment for 30 min and 24 h, only c-Myc was significantly changed in all 3 cell lines simultaneously (Figure 3B). 

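c-Myc (MYC, ENSG00000136997) lies on chromosome 8 of GRCh38 from 127735434 to 127742951, where its exons overlap those of CASC11, a limit for counts made without a stated strand setting. In U937 cells its mRNA level was 207.2 ± 5.10 FPKM (SD, n = 3 libraries) in the control, 54.1 ± 4.58 FPKM (SD, n = 3) after 30 min of matrine treatment and 43.8 ± 2.03 FPKM (SD, n = 3) after 24 h. The log2 fold change against the control was -1.93 at 30 min (standard error 0.061, adjusted p = 2.7e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.29 at 24 h (standard error 0.063, adjusted p = 2.7e-17 from the same test). Every matrine library lay below every control library at both times. The smallest p that a two-sided exact permutation test of 3 against 3 libraries allows is 0.1. MYC had the smallest adjusted p of the genes tested at 30 min. In this cell line 23 genes were down-regulated at both times and 6 were up-regulated at both times, MYC among the former, while 8 were down-regulated at 30 min and up-regulated at 24 h. Both comparisons share their controls, and 50 sets of unchanged groups simulated against them gave at most 0 genes called at both times. Groups without a change give few or no calls at either time, so this number sets no level for the overlap. The 63 genes lower at 30 min also held ZFP36L2, CCL2, TENT5A (shown as FAM46A) and PIM1, which Figure 3A marks. GPR183, which it marks too, had a log2 fold change of -0.44, under the fold change threshold. The values were -1.06 for TENT5A and -0.60 for PIM1, which was higher at 24 h, at 0.88. ZFP36L2 had a log2 fold change of -1.53 (standard error 0.054, adjusted p = 9.8e-14, edgeR) and CCL2 one of -2.03 (standard error 0.097, adjusted p = 2.3e-11, edgeR). From the change of c-Myc in all 3 cell lines at both times, together with that of its target genes, the paper proposes that c-Myc is the key target of matrine.

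**Figure D1:**
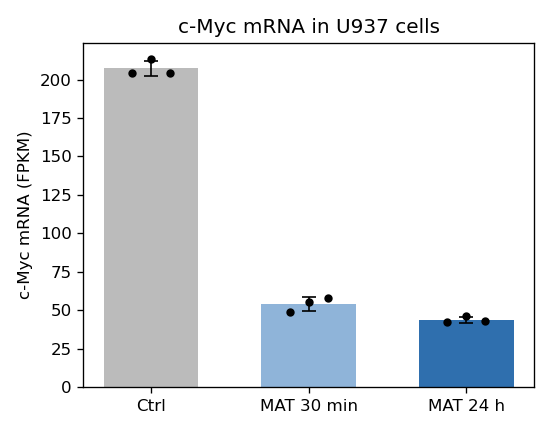
c-Myc mRNA level in FPKM (vertical axis) in the U937 control libraries (Ctrl) and after 30 min or 24 h of matrine treatment (MAT). Bars are means, error bars are SDs of n = 3 libraries and points are single libraries; the matrine means of 54.1 and 43.8 FPKM lie below the control mean of 207.2 FPKM.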

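The Hallmark gene sets are not used here, and the c-Myc targets were followed through the 120 genes that Supplementary Table S2 lists as regulated by matrine, of which 119 were matched and tested. The study chose this list on these same libraries, so its change at 24 h is not independent evidence. In U937 cells their median log2 fold change was 0.03 at 30 min and -0.87 at 24 h. At 24 h, 107 of the 119 genes were down-regulated. The 4 up-regulated genes, named after their values were seen, were CDKN1A, EIF2AK3, MAP3K6 and SCD. At 30 min, the 1 gene called was MYC itself, which is on the list. Adjusted over the list alone, 111 were called at 24 h and 1 at 30 min. A camera test with a preset correlation of 0.01 gave the list an adjusted p of 4.0e-29 at 24 h and 0.15 at 30 min. With the correlation estimated from the data the adjusted p at 24 h was 0.0081, and with fry it was 1.8e-08.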

Gene set enrichment analysis (GSEA) (Subramanian et al., 2005) found that c-Myc target gene sets was most significantly suppressed (Figure 3C, Supplementary Figures S2A,B, Supplementary Tables S1, S2). Comparison with the database of c-Myc target genes by qPCR confirmed that matrine treatment reduced expression of many such genes (Figure 3D). These results suggest that c-Myc may be the key target of matrine and matrine mainly inhibited c-Myc-dependent transcription.

**FIGURE 3:**
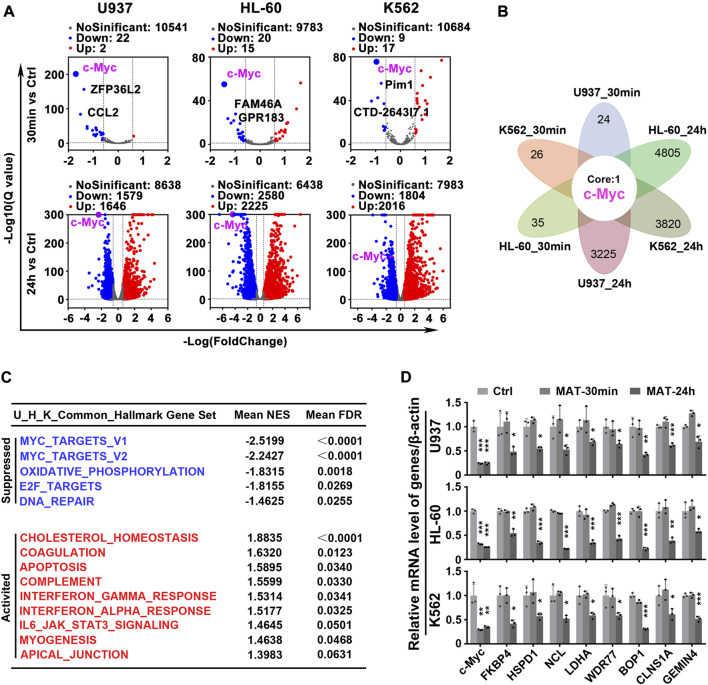
Matrine mainly targets c-Myc to regulate gene transcription. **(A)** Volcano plot of genes from RNA-Seq of Myeloid leukemia cell lines. U937, HL-60 and K562 cell lines were treated with 0.8 mg/ml matrine for 30 min and 24 h, respectively, and then subjected to mRNA sequencing. Down and Up, differentially expressed gene, |Foldchange| ≥ 1.5 and padj <0.05 and FPKM>1. **(B)** The intersection of differentially expressed genes from RNA-seq of 3 cell lines treated with matrine. **(C)** Hallmark GSEA analysis was used for the genes from RNA-Seq of U937,HL-60 and K562 cell lines treated with matrine, and then the intersection of the 3 cell lines was obtained. The NES and FDR values of the pathways were ranked by means. **(D)** QPCR analysis of representative c-Myc targets in 3 cell lines treated with 0.8 mg/ml matrine for 30min and 24 h. β-actin was used as an internal control. Data are shown as mean ± SEM of three independently triplicates. *p < 0.05, **p < 0.01, ***p < 0.001 vs. Ctrl, unpaired t-test. MAT, matrine.

### Matrine suppresses ribosome biogenesis and nucleotide metabolism

Further, we analyzed the effect of matrine on global gene expression. The transcriptome results showed that 659 genes were down-regulated and 382 genes were up-regulated simultaneously in three leukemia cell lines treated with matrine for 24 h (Figure 4A above and Supplementary Figure S4 left). 

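For the U937 part of this comparison, the 382 genes up-regulated in all 3 cell lines were read from Supplementary Table S3, and 339 of them were matched and tested here. All 339 were up-regulated at 24 h. The direction was fixed beforehand, since a gene had to be up-regulated in U937, on these libraries, to enter the list. The copy of the down-regulated list used here holds 658 of the 659 genes the paper counts, and no test was run on it. The study's list of 1579 genes down-regulated in U937 was held whole, of which 1487 were matched to an identifier and 1459 were tested. Of these, 1240 were down-regulated here. Another 104 genes called lower here were not among the 1487 matched genes.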

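Enrichment in U937 cells was tested with a one-sided Fisher's exact test of the genes called lower at 24 h, against the 3139 tested genes that belong to at least 1 of the KEGG terms read in full. Of 310 terms in the study's U937 table, 255 were held with all their genes, and the 220 of these with 10 or more tested genes were tested. The terms left out are those with long gene lists. Large terms could therefore not be called here unless the study listed their genes whole elsewhere. Among the background genes 418 were down-regulated, or 13.3%. Of the 66 genes of ribosome biogenesis in eukaryotes, 39 were down-regulated, or 59.1% (Fisher's exact test, Benjamini-Hochberg adjusted p = 2.5e-16). For purine metabolism it was 32 of 113 genes, or 28.3% (exact test, adjusted p = 0.0010), and for pyrimidine metabolism 24 of 87 genes, or 27.6% (exact test, adjusted p = 0.0097). The other terms with an adjusted p below 0.05 were RNA transport with 42 of 140 genes, or 30.0% (exact test, adjusted p = 1.1e-05), RNA polymerase with 13 of 30 genes, or 43.3% (exact test, adjusted p = 0.0026), and the proteasome with 15 of 40 genes, or 37.5% (exact test, adjusted p = 0.0042). The enrichment of purine and pyrimidine metabolism, RNA polymerase and the proteasome was lost when only genes with a mean FPKM above 5 were tested. At a fold change of at least 2, these terms and RNA transport lost it. With limma on log2(FPKM + 0.1), the test first planned for these data, that of the proteasome was lost (exact test, adjusted p = 0.126) and the adjusted p of the exact test was 0.0495 for pyrimidine metabolism and RNA polymerase. The proteasome also lost it with quantile normalization, with library totals alone and without replicate 2 of 24 h, where its adjusted p was 0.054 in the exact test. Over all alternatives run, the adjusted p from the exact test, or from camera in its place, ranged from 9.8e-05 to 0.253 for purine metabolism, from 0.00027 to 1 for pyrimidine metabolism, from 8.2e-11 to 1 for RNA transport, from 0.00013 to 1 for RNA polymerase, from 1.6e-07 to 1 for the proteasome and from 5.5e-19 to 0.0015 for ribosome biogenesis. Of the genes in Supplementary Table S5, which the study picked from these libraries, 35 of 36 for ribosome biogenesis and 25 of 27 for nucleotide metabolism were down-regulated at 24 h. At 30 min, 0 of 66 genes of ribosome biogenesis, 0 of 87 of pyrimidine metabolism and 1 of 112 of purine metabolism were down-regulated. The smallest adjusted p from the exact test of lower genes at 30 min was 2.4e-06, for AGE-RAGE signaling in diabetic complications with 8 of 63 genes. TNF signaling, with 7 of 73 genes, and TGF-beta signaling, with 6 of 48, each had 8.1e-05 in that test.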

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of down-regulated genes showed that ribosome biogenesis and nucleotide metabolism were significantly enriched, suggesting that matrine mainly inhibits the two pathways (Figure 4A below, Supplementary Figures S3A,B, Supplementary Tables S3–S5). QPCR results conformed that matrine inhibited the expression of genes related to ribosome biogenesis and nucleotide metabolism (Figure 4B). Correspondingly, matrine treatment inhibited intracellular global protein synthesis, although not as significantly as positive control cycloheximide (CHX) (Figure 4C). We also performed metabolomics and found that matrine did significantly reduce the content of substances related to pyrimidine and purine metabolism (Figure 4D). These results suggest that matrine may play an anti-leukemia role by targeting ribosome biogenesis and nucleotide metabolism pathways.

**FIGURE 4:**
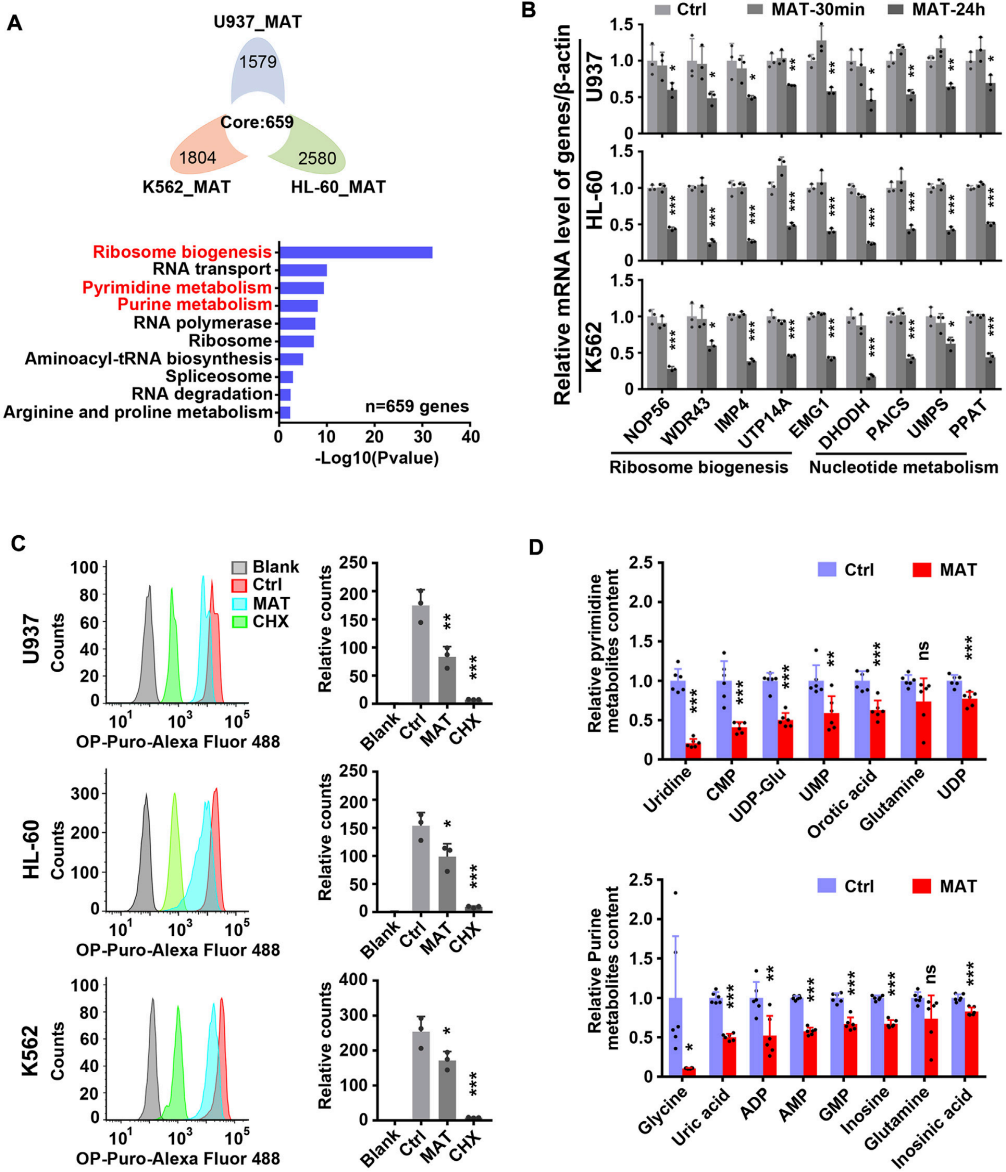
Matrine suppresses ribosome biogenesis and nucleotide metabolism. **(A)** The intersection and KEGG enrichment analysis of genes down-regulated (|Foldchange| ≥ 1.5, padj <0.05) in RNA-Seq of 3 cell lines treated with 0.8 mg/ml matrine for 24 h. Flower plot (above) and KEGG enrichment analysis (below) are shown.**(B)** QPCR analysis of representative ribosome biogenesis and nucleotide metabolis-related genes in 3 cell lines treated with 0.8 mg/ml matrine for 30 min and 24 h. **(C)** Measurement of global nascent protein synthesis by means of O-Propargyl-puromycin (OP-Puro) incorporation and flow cytometry in 3 cell lines treated with 0.8 mg/ml matrine for 24 h or 50ug/mL CHX for 2 h. Representative image (left) and quantified level of global protein synthesis (right) are shown. **(D)** LC-MS/MS metabolomic analysis (HILIC) for pyrimidine and purine metabolism-related substances of U937 cell line treated with 0.8 mg/ml matrine for 24 h. Data are shown as mean ± SEM of three independently triplicates **(B,C)** or six independently triplicates **(D)**. Significance determined for each cell line treated with matrine or CHX vs. Ctrl. *p < 0.05, **p < 0.01, ***p < 0.001, unpaired t-test. CMP, cytidine 5′-monophosphate; UDP-Glu, uridine 5′-diphosphoglucose; UMP, uridine 5′-monophosphate; UDP, uridine 5′-diphosphate; ADP, adenosine 5′-diphosphate; AMP, adenosine 5′-monophosphate; GMP, guanosine 5′-monophosphate.

### c-Myc may mediate the inhibitory effect of matrine on ribosome biogenesis and nucleotide metabolism

c-Myc is considered to be an important regulator of ribosome biogenesis and nucleotide metabolism. In order to verify whether c-Myc can regulate these two pathways in our model, we constructed monoclonal cell lines of c-Myc-knockout heterozygote using CRISPR-Cas9 technology in K562 and HL-60 cell lines (Supplementary Figures S5A–C), and then carried out transcriptome sequencing. It was found that 1,127 genes were down-regulated and 860 genes were up-regulated simultaneously in K562 and HL-60 cell lines after knocking out c-Myc (Figure 5A left and S6 left, Supplementary Table S6). KEGG enrichment analysis of down-regulated genes showed that ribosome biogenesis and nucleotide metabolism were significantly inhibited (Figure 5A right, Supplementary Table S6), while up-regulated genes were mainly enriched in lysosome and other pathways (Supplementary Figure S6 right, Supplementary Table S6). QPCR results also verified that c-Myc targets were down-regulated after knocking out c-Myc (Figure 5B). Analysis of the SLAM-seq consequence of c-Myc knockdown by Auxin-Inducible Degron (AID) system (Muhar et al., 2018) found that ribosome biogenesis and nucleotide metabolism were also significantly inhibited (Figure 5C and Supplementary Table S7), which coincided with the effect of matrine. In addition, we also analyzed seven chip-seq datasets of MYC in K562 cell line from cistrome database, and got 3,047 genes with score >1 as potential targets of MYC, and subsequently found that these MYC targets could still be significantly enriched in ribosome biogenesis and nucleotide metabolism pathways (Figure 5D and Supplementary Table S8). These data suggest that c-Myc regulates ribosome biogenesis and nucleotide metabolism, and that both pathways are major downstream effects of c-Myc.

**FIGURE 5:**
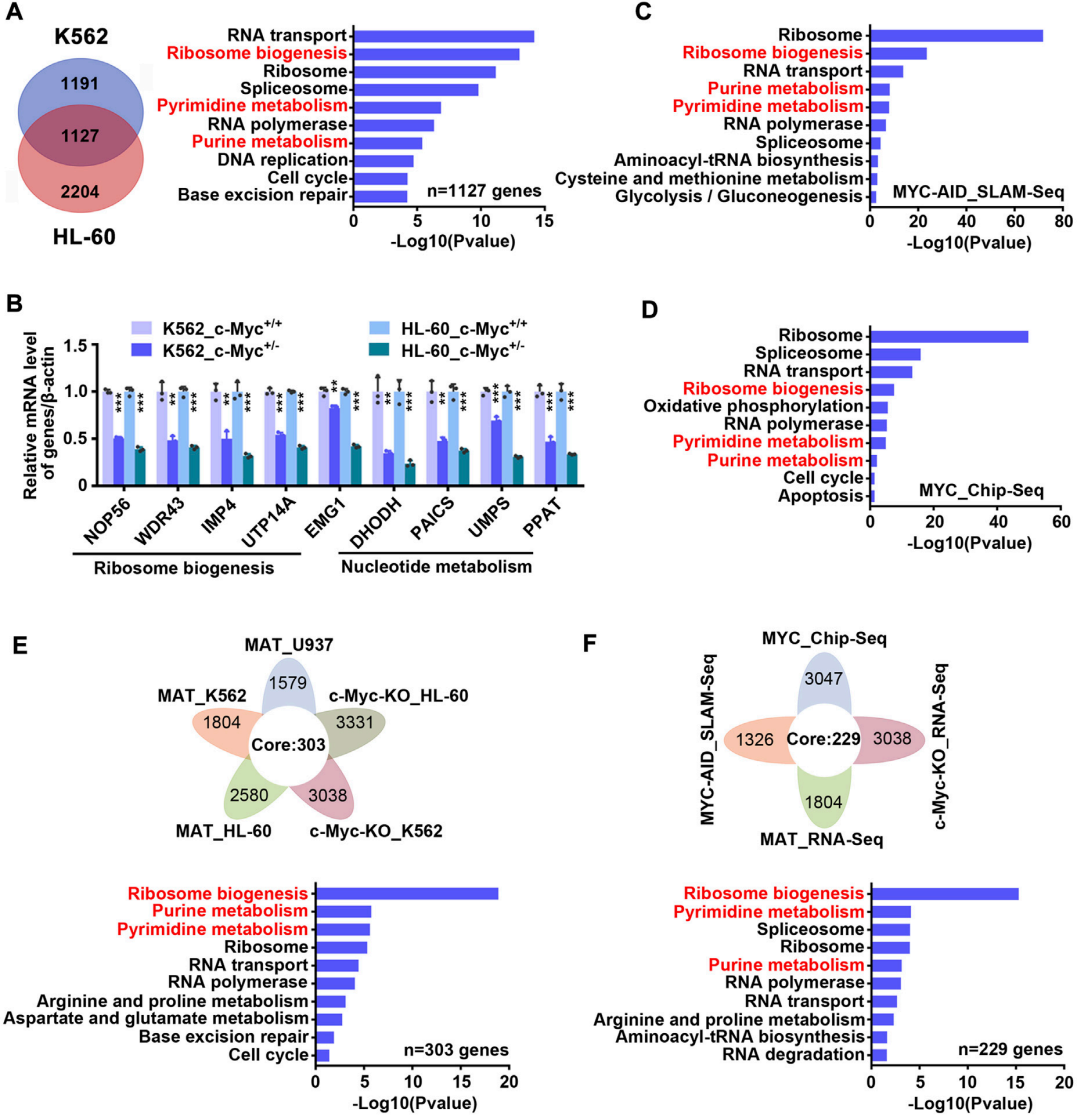
Matrine may suppress both ribosome biogenesis and nucleotide metabolism through c-Myc. **(A)** The intersection and KEGG enrichment analysis of genes down-regulated (|Foldchange| ≥ 1.2, padj <0.05) in RNA-Seq of K562 and HL-60 cell lines upon c-Myc heterozygous knockout. The intersection (left) and KEGG enrichment analysis (right) are shown. **(B)** KEGG enrichment analysis for down-regulated genes (|Foldchange| ≥ 1.2, padj <0.05) upon MYC depletion by AID system (GSE111457). **(C)** QPCR analysis of representative ribosome biogenesis and nucleotide metabolis-related genes in K562 and HL-60 cell lines upon c-Myc knockout. β-actin was used as an internal control. Data are shown as mean ± SEM of three independently triplicates. *p < 0.05, **p < 0.01, ***p < 0.001, unpaired t-test. **(D)** The intersection and KEGG enrichment analysis of MYC potential targets (score ≥1) from seven Chip-Seq datasets (GSM748551, GSM748553, GSM748552, GSM822310, GSM935516, GSM935410, GSM487427, from Cistrome database) in K562 cell line. **(E)** The intersection and KEGG enrichment analysis of down-regulated genes from RNA-Seq of U937,HL-60 and K562 cell lines treated with matrine and down-regulated genes from RNA-Seq of HL-60 and K562 cell lines upon c-Myc knockout. **(F)** The intersection and KEGG enrichment analysis of down-regulated genes from MAT_RNA-Seq, c-Myc-KO_RNA-Seq, MYC-AID_SLAM-Seq and MYC potential targets from MYC_Chip-seq in K562 cell line. Flower plot (above) and KEGG enrichment analysis (below) are shown **(E,F)**.

Based on the above results, we speculated that matrine regulates ribosome biogenesis and nucleotide metabolism through c-Myc. To test this, we integrated the transcriptome consequences of matrine treatment and c-Myc knockout, and found that 303 genes were down-regulated after matrine treatment and c-Myc knockout (Figure 5E above). 

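In U937 cells 300 of these 303 genes were matched and tested. At 24 h of matrine treatment their median log2 fold change was -0.87. Its direction was fixed beforehand, since a gene had to be down-regulated in U937, on these libraries, to enter the list. At 30 min, 1 of the 300 genes was down-regulated, which was MYC. The 860 genes up-regulated after c-Myc knockout in both other cell lines, which were not chosen on U937 libraries, had a median log2 fold change of 0.35 over 802 tested genes at 24 h. Of these, 240 were up-regulated and 17 were down-regulated. At 30 min the median of this list over 789 tested genes was -0.01, with 0 genes up-regulated and 4 down-regulated, BAMBI, CXCL8, IER3 and PIM1, named after their values were seen. All 3 matrine libraries lay below all 3 controls in 96 of the 789 genes and above them in 26, where chance gives either order to 10% of genes in all. The libraries were ordered here after division by library totals alone. On that scale the median of all genes tested at 30 min was -0.017, against -0.0043 in the main test. That shift favours the lower order, and its part in the 96 genes was not tested. The adjusted p of this list at 30 min was 0.354 with camera, 0.043 with an estimated correlation and 0.00013 with fry, each in the downward direction, but the median was above 0 under 2 other scalings and without replicate 1 of the control or replicate 2 of 30 min.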

KEGG enrichment analysis of these genes showed that ribosome biogenesis and nucleotide metabolism pathways were significantly enriched (Figure 5E below and Supplementary Table S9). Furthermore, we compared the two transcriptome data of K562 cells performed by our group with SLAM-Seq results of c-Myc knockdown and MYC Chip-Seq data performed by other groups, and obtained 258 intersected genes (Figure 5F above). KEGG enrichment analysis of these genes revealed that ribosome biogenesis and nucleotide metabolism were still significantly enriched (Figure 5F below and Supplementary Table S10). Therefore, these results suggest that matrine regulates ribosome biogenesis and nucleotide metabolism through c-Myc.

### Matrine inhibits both transcription and translation of c-Myc

Since matrine reduced c-Myc mRNA levels, we hypothesized that matrine might inhibit the transcription of c-Myc. QPCR results showed that matrine significantly reduced c-Myc precursor RNA (pre-RNA) levels (Figure 6A), which supported our hypothesis. However, we later found that overexpression of c-Myc could counteract the lowering effect of matrine on c-Myc mRNA levels, but not abolish the lowering effect of matrine on c-Myc protein levels (Figure 6B). Actually, overexpression of c-Myc did not antagonize the inhibitory effects of matrine on cell cycle and proliferation (Supplementary Figures S7A,B). Therefore, matrine may also inhibit the expression of c-Myc in ways other than transcriptional regulation. We performed mRNA stabilization experiments and found that matrine did not affect the mRNA stability of c-Myc (Supplementary Figure S8). Then, we used the translation inhibitor CHX to explore whether matrine promoted the protein degradation of c-Myc, and found that matrine did not promote the protein degradation of c-Myc, and even had an inhibiting trend (Figure 6C), while the experiment of proteasome inhibitor MG132 showed that matrine might inhibit the mRNA translation of c-Myc (Figure 6D). These results suggest that matrine inhibits both transcription and translation of c-Myc.

**FIGURE 6:**
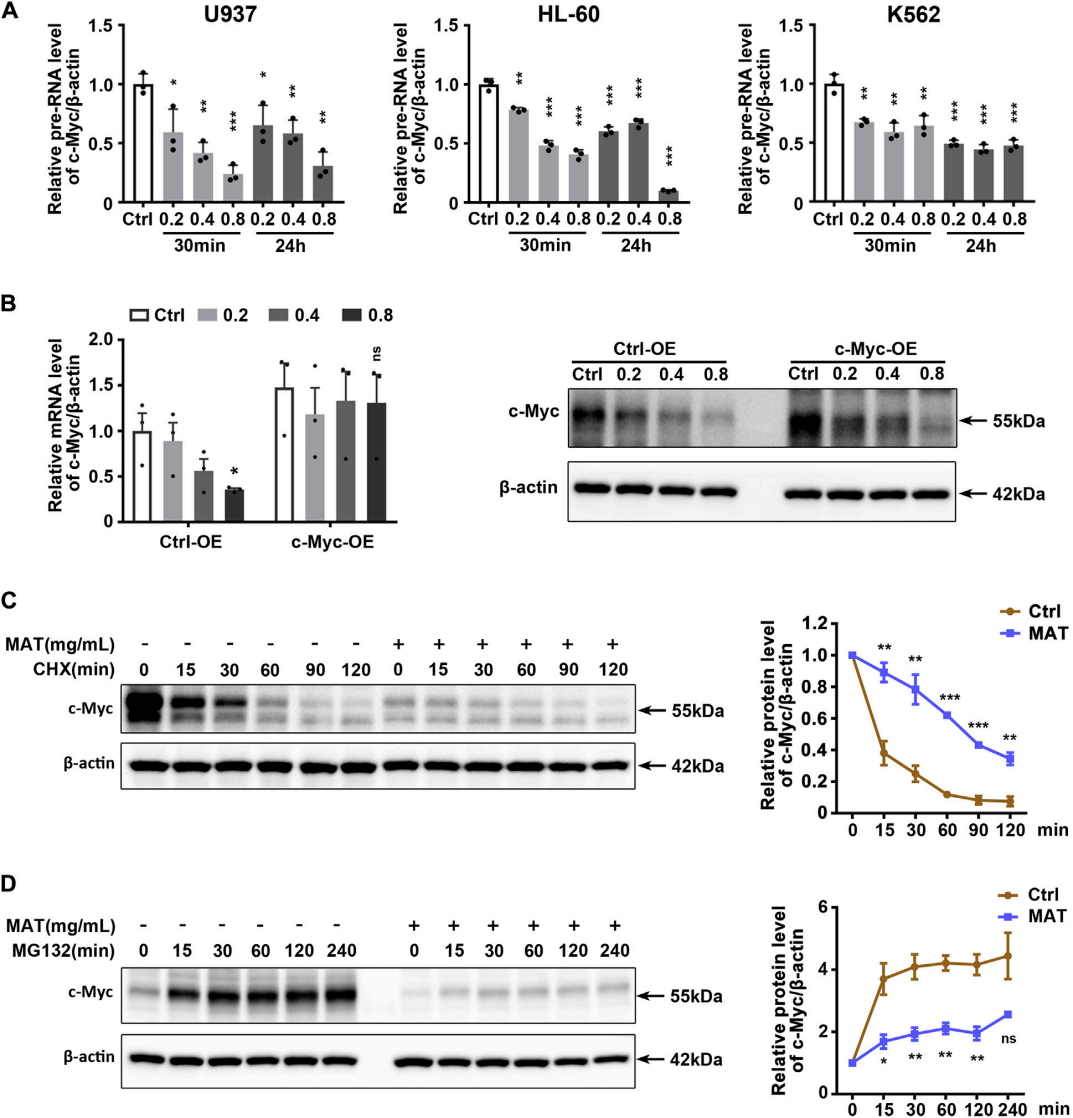
Matrine inhibits both transcription and translation of c-Myc. **(A)** QPCR analysis of pre-RNA level of c-Myc in 3 cell lines treated with 0.2,0.4 and 0.8 mg/ml matrine for 30 min and 24 h, respectively. **(B)** QPCR and western blotting analysis of c-Myc mRNA and protein level in c-Myc-overexpressing U937 cell line and control group treated with 0.2,0.4 and 0.8 mg/ml matrine for 24 h. **(C,D)** Time-course analysis of c-Myc protein level in U937 cell line. Cells were treated with 0.8 mg/ml matrine for 22 h **(C)** or 20 h **(D)**, then incubated with 50 μg/ml CHX **(C)** or 10 µM MG132 **(D)** before immunoblotting. Representative image (left) and quantified level of c-Myc (right) are shown. Data are shown as mean ± SEM of three independently triplicates. *p < 0.05, **p < 0.01, ***p < 0.001, unpaired t-test **(A,B)** or two-way ANOVA **(C,D)**.

## Discussion

c-Myc is a exciting therapeutic target because it regulates not only the intrinsic growth of tumor cells, but also the host immune response. However, the current strategy of indirectly targeting c-Myc has not achieved sufficient success, so scientists still need to focus on finding more effective drugs or means to target c-Myc. Our study demonstrated that the key target of matrine monomer is c-Myc. Matrine could simultaneously inhibit c-Myc transcription and translation, and inhibit the downstream ribosome biogenesis and nucleotide metabolism, thereby killing myeloid leukemia cell lines, suggesting that matrine can be used as an inhibitor of c-Myc to treat c-Myc-driven leukemia.

Of concern, an important role of matrine has been found to regulate autophagy, although whether matrine promotes or inhibits autophagy is controversial (Wang et al., 2013; Wu et al., 2017a). Here, we also found that the genes up-regulated by matrine were significantly enriched in the lysosomal pathway (Supplementary Figure S4 right), indicating that the effect of matrine was related to the lysosome, which is also our future exploration direction. However, we were surprised to find that c-Myc is a key target of matrine, which inhibits c-Myc expression most rapidly and significantly. Although previous studies have shown that matrine can inhibit c-Myc expression (Ma et al., 2017; Lin et al., 2019; Gu et al., 2020; Gu et al., 2021), these studies were insufficient and did not highlight the key role of c-Myc in the effects of matrine. In addition, previous studies have found that matrine can inhibit the progression of leukemia through Akt/mTOR and other signaling pathways, but here we have found a more critical target and mechanism of matrine. c-Myc may also be a key target of matrine in other tumors, and we will further explore it in the future.

*In vitro* studies, we found that matrine can specifically target c-Myc in myeloid leukemia cells, and matrine exerts its anti-leukemic effect by inhibiting c-Myc, but these conclusions have not yet been tested *in vivo*, which is also a pity of this study. In addition, the effective concentration of matrine against leukemia *in vitro* reached millimolar level, so matrine may cause some side effects *in vivo* due to the excessive dosage. Our next study will focus on the development of more efficient matrine derivatives and elucidation of their anti-leukemia effect and mechanism *in vivo*. Matrine is an ideal lead compound with wide pharmacological activity, good safety and abundant source (You et al., 2020; Sun et al., 2022). Therefore, the researchers have used their wisdom to develop several matrine derivatives, such as MASM (M19) (Xu et al., 2014), WM130 (Qian et al., 2015), WM622 (Sun et al., 2018) and YF-18 (Wu et al., 2017b), which have shown stronger antitumor effects in tumors other than leukemia. If the key target of matrine can be clearly identified and its structure can be purposefully modified, it is of great significance to develop new matrine-derived antitumor drugs with high efficiency, specificity and low toxicity.

Many drugs reported can target c-Myc at multiple stages including transcription and post-translational levels (Chen et al., 2018; Wang et al., 2021). Few drugs can simultaneously target c-Myc transcription and translation, but matrine does it. We think that matrine inhibits c-Myc transcription and translation through two different mechanisms, which will be the subject of our next study. G-quadruplexes and BRD4, are considered to be key regulators of c-Myc transcription (Delmore et al., 2011; Zuber et al., 2011; Hu et al., 2019), and we will explore whether the regulation of c-Myc by matrine is related to them. Matrine may also regulate mTORC1 and EIF4A-mediated signaling pathways, which are key regulators of c-Myc translation (Wullschleger et al., 2006; Wiegering et al., 2015). In addition, there may be other mechanisms involved in matrine’s regulation of c-Myc transcription and translation, which need to be further identified. Elucidating how matrine regulates c-Myc can better promote clinical research and the development of related derivatives.

Many genes related to ribosome biogenesis are mutated and dysregulated in a variety of tumors, resulting in abnormal ribosome biogenesis (Domostegui et al., 2021; Figueiredo and McCarthy, 2021). It is therefore not surprising that drugs targeting ribosome biogenesis have proven to be powerful tools against multiple cancer types, particularly with the recent development of RNA polymerase I inhibitors (Bywater et al., 2012; Khot et al., 2019). Many drugs routinely prescribed in chemotherapy, such as doxorubicin, cisplatin and methotrexate, act at different steps of ribosome biogenesis in addition to ribosome maturation and assembly (Burger et al., 2010). Our study showed that ribosome biogenesis is a key downstream of c-Myc, and matrine killed myeloid leukemia cell lines by inhibiting c-Myc-mediated ribosome biogenesis, suggesting that matrine is also a ribosome biogenesis inhibitor.

Nucleotides, composed of purines and pyrimidines, are the main building blocks of genetic materials. They are essential substances for the biosynthesis of RNA and DNA, cell metabolism and growth. Nucleotide metabolism, which includes the biosynthesis and degradation of nucleotides, is often altered during tumorigenesis and progression due to dysregulated expression of metabolism-related enzymes. Cancer cells must synthesize and utilize large amounts of nucleotides and energy for RNA and DNA, and up-regulated *de novo* nucleotide metabolism enables rapid cell proliferation, suggesting nucleotide metabolism is a potential target for cancer treatment (Cunningham et al., 2014; Aird and Zhang, 2015; Lane and Fan, 2015). Recently, targeting nucleotide metabolism has been shown to be a novel approach to enhance cancer immunotherapy (Wu et al., 2022). Here, We found that matrine could inhibit the expression of genes related to nucleotide metabolism, and thus inhibiting the content of nucleotide metabolism-related substances, suggesting that nucleotide metabolism plays an important role in matrine’s anti-myeloid leukemia effect and matrine has the potential to be used in immunotherapy for the treatment of cancers with disturbed nucleotide metabolism.

In conclusion, matrine can inhibit both transcription and translation of c-Myc, suggesting that matrine is a novel c-Myc inhibitor. Matrine mainly targets ribosome biogenesis and nucleotide metabolism downstream of c-Myc, suggesting that these two pathways are key to the anti-myeloid leukemia effect of matrine. Next, we will focus on the specific mechanism by which matrine inhibits both transcription and translation of c-Myc.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus (GEO), GSE201309.

How the deposited data were processed for this re-analysis (not part of the article)

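Gene expression was measured by RNA-seq in control U937 cells and after 30 min or 24 h of treatment with 0.8 mg/ml matrine, with 3 libraries per group and 9 in all. HL-60 and K562 libraries are not analysed here. The paper names both poly(A) selection and rRNA removal for its libraries. The authors mapped the reads to hg38 with Hisat2, counted them per gene with HTSeq, and deposited the unnormalized count of each gene in each library. The annotation release, the strand setting and the handling of reads that map to several places are not named in the paper's text, so overlapping genes and near-identical copies carry a limit. The deposited FPKM values were also made by the authors and are rounded; in 182 of the 182 rows of Supplementary Tables S2 and S5 compared, they equal the U937 values printed there. FPKM values were used for the filter on low expression and for the levels printed, and the counts for the tests.

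Of 57905 gene identifiers, 51996 were matched to a symbol in GENCODE release 44, whose GRCh38 coordinates are the ones printed. BOP1 was not matched, so 29 of the 30 genes the study names were read. Totals per library lay between 17314931 and 21930018, and the 10 most abundant genes took 4.99% to 5.28% of the counts. With 3 libraries per group, an exact permutation test of one gene gives no p below 0.1.

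The design fixed before the data were examined assumed a table of FPKM only and named limma on log2(FPKM + 0.1). Since the table also holds counts, the test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization on all 9 libraries, and limma (3.58.1) and DESeq2 (1.42.0) became alternatives. The authors used DESeq2 for their own calls. Genes tested had a mean FPKM above 1 over the 6 libraries of a comparison, and calls needed an adjusted p below 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5. Standard errors are the log2 fold change over the root of the quasi-likelihood F. Counts of genes whose libraries did not overlap used counts divided by library totals, without TMM. The procedure was tested on simulated data in which 200 of 12035 genes were changed: edgeR recovered 189 of them with 1 false call, and made 0 calls in the comparison with no change. The simulated changes were few and went up or down at equal odds. They therefore do not test the scaling at 24 h, where 1344 genes were called lower and 1820 higher.

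Gene lists were tested with camera on log2 CPM at a preset correlation of 0.01, and KEGG terms with Fisher's exact test. Term members came from the study's table, in which the copy used here is shortened within cells: 55 of 310 terms were incomplete and left out, the lysosome term is not analysed here, and the study's own KEGG background was not used. For the same reason the background was the tested genes in at least 1 complete term, where the design had named all tested genes with a KEGG term. Lists shorter here than the paper states were not tested: 1643 of 1646 genes higher in U937, 658 of 659 shared lower genes, and 1126 of 1127 genes lower after c-Myc knockout. Lists written before the data were examined held short-lived early-response mRNAs, genes that mark BET inhibition and heat shock genes. Genes named by rule were those the study names in its results text, its Figures 1, 3 and 4 and their qPCR panels. The rule also took the 5 largest increases and 5 largest decreases at each time among called genes whose groups did not overlap. It further took members of those prior lists called at 30 min. Other genes are marked where they appear as named after their values were seen, or are named because they overlap or copy a named gene. Alternatives covered the filter, the normalization, the tool, the pseudocount, the fold change, a replicate block, the libraries in the fit and each library left out, and the design's limma on log2(FPKM + 0.1); DESeq2, DESeq2's size factors and library totals alone were added after the table was seen. The culture time of the single control group is not named in the paper's text, so time in culture is not separated from 24 h of treatment.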

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

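The tests of GC content and gene length at 30 min, the sizes of these trends at 24 h, and the test with a 30 min library left out of the choice of genes were chosen after the result was seen. Scaling by library totals alone was added after the table was seen. The other tests were set before their results were seen.

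Of 34 tested short-lived early-response mRNAs that the study does not name, 8 were down-regulated at 30 min, among them TNF, CXCL8, IER3 and KLF10, a signal in genes the paper does not discuss. Counted with the named genes but without MYC, 13 of 41 were called. The list's median log2 fold change was -0.41 over 42 tested genes, with MYC and the other named genes included. Its adjusted p was 1.9e-21 with camera, 0.016 with an estimated correlation and 3.0e-05 with fry. Neither was computed for the unnamed genes alone. A smooth trend on GC content over all genes tested at 30 min was at most 0.13 (log2) at any called gene with a value, and one on gene length at most 0.070, against the 0.58 of a 1.5-fold change. Genes of the same GC content or length therefore did not move with the called genes, which argues against either as the whole cause. In 1 of the 10 splits of the 6 libraries, the real one, as many genes were called, but 10 splits cannot give a share below 0.05. A change of medium or handling at the start of treatment was not tested, and a direct effect of matrine on these genes stays open as well.

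Of 20 tested heat shock genes that the study neither names nor lists in Supplementary Table S2, 11 were down-regulated at 24 h. The whole list of 28 genes had a median log2 fold change of -0.94 at 24 h (adjusted p = 6.2e-08 with camera and 4.0e-07 with fry), but with an estimated correlation the adjusted p was 0.11. At 30 min the list's median was 0.056, in the other direction. Its adjusted p there was 0.00016 with camera, 0.58 with an estimated correlation and 0.23 with fry. In 6 genes all 3 matrine libraries lay above all 3 controls at 30 min and in 0 below, and HSPA1B was called higher. Of the 3046 calls at 24 h with a value for GC content, 89.7% kept their fold change after a trend on it was taken off. Of the 3160 calls with a gene length, 94.7% kept it after a trend on length was taken off. These trends were at most 0.40 and 0.18 (log2) at a called gene with a value. Scaling by library totals alone gave 1174 genes lower and 1999 higher at 24 h. This scaling and the main one both divide by library size, so the comparison cannot decide whether library size is a cause. The totals of the groups overlap. For 24 h against control, too, 1 of the 10 splits called as many genes. Overlap with the genes lower after MYC degradation is not enough as an explanation: 7 of the 28 are on that list, and the 21 others had a median log2 fold change of -0.87, with 12 of them called lower. Near-identical copies such as HSPA1A and HSPA1B can share reads. Time in culture stays open.

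Of the 63 genes lower at 30 min, 26 were higher at 24 h than at 30 min in a test of that difference, and 4 were lower still, GPR84, ID1, RGCC and SERPINB2, named after their values were seen. The 63 genes were chosen for low values in the same 30 min libraries, which favours a higher value at 24 h. When the genes were chosen without 1 of the 30 min libraries and compared with that library, 25, 28 and 28 of 62, 61 and 63 genes were at least 1.5-fold higher at 24 h and 3, 2 and 5 were at least 1.5-fold lower, which argues against this choice as the whole cause. In the comparison of 24 h with 30 min, 1 of the 10 splits, the real one, called as many genes. The culture time of the single control group is not named in the paper's text. Recovery under treatment and time in culture therefore both stay open for these genes, and neither was tested.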

How the results depend on the processing

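MYC was lower at both times under every alternative run, with a log2 fold change from -1.97 to -1.87 at 30 min and from -2.36 to -2.20 at 24 h. Enrichment of ribosome biogenesis among lower genes and of steroid biosynthesis among higher genes was kept under every alternative run.

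Counts of calls moved with the thresholds, by construction. Without a filter on low values, 95 genes were lower and 28 higher at 30 min, and 58 were called at both times. With a mean FPKM above 5, 7 were higher at 30 min, 808 lower and 869 higher at 24 h, 787 lower and 913 higher at 24 h against 30 min, and 17 called at both times; the adjusted p was 0.142 for pyrimidine metabolism, RNA polymerase and the proteasome and 0.140 for purine metabolism. With a mean FPKM above 1 in either group, 17 were higher at 30 min. Without a fold change threshold, 154 were lower and 34 higher at 30 min, 3824 lower and 3794 higher at 24 h, 3903 lower and 3894 higher at 24 h against 30 min, and 92 called at both times. At a fold change of at least 2, 23 were lower and 1 higher at 30 min, 355 lower and 765 higher at 24 h, 345 lower and 777 higher at 24 h against 30 min, and 9 called at both times; the adjusted p was 0.253 for purine metabolism and 1 for pyrimidine metabolism, RNA transport, RNA polymerase and the proteasome. With limma and a pseudocount of 1, 7 were higher at 30 min, 820 lower at 24 h against 30 min and 19 called at both times; the cause was not tested. The alternatives with a pseudocount, without trend, with centred libraries or with quantile normalization use limma on FPKM, so they change the tool as well.

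Leaving out each library in turn gave from 9 to 18 genes higher at 30 min; the 18 came without replicate 2 of 30 min. For the proteasome it gave an adjusted p from 0.00042 to 0.054, the latter without replicate 2 of 24 h. Its adjusted p was also 0.126 with limma on log2(FPKM + 0.1), the test named in the design, under which it was 0.0495 for pyrimidine metabolism and RNA polymerase. For the proteasome it was 1 with quantile normalization and 0.175 with library totals alone; the cause was not tested. The median of the heat shock genes, -0.936, was no longer significant with an estimated correlation.

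Library totals alone, added after the data were seen, lowered the share of lower genes at 24 h against 30 min from 42.8% to 32.6%, and limma on log2(FPKM + 0.1), the test named in the design, also to 32.6%. Quantile normalization moved it the other way, to 49.4%. At 24 h against control the share was 42.5%, with 37.0% under library totals alone and 49.3% under quantile normalization.

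Results near 0 at 30 min changed sign. PRMT5 went from 0.0054 to -0.0031 with a mean FPKM above 5, -0.0074 with limma on log2(FPKM + 0.1) and without trend, -0.0072 and -0.0074 with pseudocounts 1 and 0.01, -0.0076 with quantile normalization and -0.0069 with library totals; leaving out libraries gave -0.012 to 0.058. The c-Myc targets of Table S2 gave -0.0036 with quantile normalization. The genes lower after MYC degradation gave -0.0061 with limma and -0.0049 with library totals, and -0.0017 to 0.026 when libraries were left out. The genes higher after c-Myc knockout, at -0.012, gave 0.0022 with median-centred libraries and 0.0017 with DESeq2's size factors, and -0.019 to 0.0068 when libraries were left out.

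Other changes came from leaving out 1 library: FOS at 30 min was called without control replicate 1, at -0.63, and the c-Myc targets of Table S2 at 30 min passed the camera threshold in the upward direction, with a median log2 fold change of 0.03 and an adjusted p of 0.044 without control replicate 2, and with 0.04 and 0.020 without replicate 3 of 30 min. Over the alternatives run, the adjusted p of this list ranged from 0.020 to 0.93.

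Replicates share numbers but no stated pairing. Deviations of same-numbered libraries correlated from -0.16 to 0.10, against -0.15 to 0.19 for other pairs, so the numbers do not pair the libraries. With a replicate block, 63 genes were lower and 11 higher at 30 min, 1343 lower and 1815 higher at 24 h, 1379 lower and 1850 higher at 24 h against 30 min, and 28 called at both times. MYC, the other genes followed across alternatives, the lists and the KEGG terms kept their direction and their side of the threshold. The study's KEGG background was not run, since the copy of the term table is incomplete.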

Differences from the paper's values

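For U937 at 30 min, 63 genes were down-regulated here against the paper's about 22 in Fig. 3A, read by eye. Of the alternatives set before the data were examined, a fold change of at least 2 gave 23 genes, within 1.5 times of the paper's number, and none of the others closed the gap. For up-regulated genes the numbers were 11 here and the paper's about 2 in Fig. 3A, read by eye, and none of the alternatives set before the data were examined closed the gap; a fold change of at least 2 gave 1. DESeq2, an alternative chosen after seeing the data, gave 62 and 13 genes.

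The paper states from qPCR that matrine left immediate early genes other than c-Myc without a significant change. In the U937 RNA-seq at 30 min, EGR1 had a log2 fold change of -2.12 (adjusted p = 7.7e-10, edgeR) and JUN one of -1.15 (adjusted p = 4.1e-08, edgeR), and both were called lower. IER2, whose exons overlap those of another gene, had -0.52 (adjusted p = 0.00036, edgeR), under the fold change threshold, and FOS had -0.51 (adjusted p = 0.085, edgeR) and was not called; without replicate 1 of the control FOS was called, at -0.63.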

Other observations

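The tests in this part were set before their results were seen, but steroid biosynthesis was singled out afterwards, and so were the counts of genes whose libraries did not overlap.

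At the qPCR claims on PRMT5 and FKBP4 in Figure 1, the RNA-seq values of U937 were as follows. FKBP4 had a log2 fold change of 0.05 at 30 min and -1.48 at 24 h (adjusted p = 3.3e-15, edgeR), and PRMT5 one of 0.0054 at 30 min and -0.94 at 24 h (adjusted p = 1.4e-11, edgeR). PRMT5's exons overlap those of PRMT5-AS1 and FKBP4's those of ITFG2-AS1, a limit where the strand setting is not named. MYCL was below the filter, at 0.63 FPKM in the control and 0.19 FPKM at 24 h, and MYCN was listed at 0 in all 9 libraries.

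A hypothesis was that MYC fell at 30 min within a general loss of short-lived mRNAs. Of 41 other short-lived mRNAs tested, 14 fell by at least 1.5-fold, fewer than the majority set beforehand. Of the 42 with MYC, however, 25 had all 3 matrine libraries below all 3 controls and 5 had them above, after division by library totals alone. Chance gives such an order, in either direction, to 10% of genes. A smaller loss across most of the list is therefore not excluded, and the hypothesis stays open. A second hypothesis was BET bromodomain inhibition. The test set beforehand asked whether most of the genes that rise under it rose by at least 1.5-fold at 30 min. Of 6 tested, 1 did (H2BC5, named after its value was seen), which goes against the hypothesis, but 6 genes are too few to exclude it. The 7 tested genes that fall under it had a median of -0.08, and the 1 called among them was MYC itself. The adjusted p of this list was 0.00023 with camera, 0.043 with an estimated correlation and 7.0e-05 with fry. The fall of MYC is what the hypothesis was to explain, and the list was not tested without MYC. These values therefore cannot decide the question. At 24 h the 5 tested genes that rise under BET inhibition had a median of 0.33, with 1 called higher. In all 5 the 3 matrine libraries lay above the 3 controls. That list's adjusted p at 24 h was 0.11 with camera, 0.18 with an estimated correlation and 0.00053 with fry. The 24 h values leave the question open as well.

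Another hypothesis was that the changes at 24 h include the response to loss of c-Myc. The 1326 genes that the study lists as lower after MYC degradation in K562, a list made without U937, had a median log2 fold change of -0.47 over 1210 tested genes at 24 h. Of 10000 random lists matched on mean expression, 0 had a median as low (lowest -0.16). Random lists treat genes as independent, which overstates the evidence. With an estimated correlation, camera gave the list an adjusted p of 0.0071 at 24 h. Of these genes 471 were called lower and 25 higher. At 30 min their median was 0.0074, at the low end of the random range of 0.0039 to 0.025, with 9 of 10000 random lists as low. Of 1204 tested genes, 113 had all 3 matrine libraries below all 3 controls and 54 had them above, where chance gives either order to 10% in all. This order was read after division by library totals alone, which favours the lower side at 30 min. The genes called at 30 min were RGS16, ZFP36L2 and ZNF503, which were lower, and SNHG12, which was higher, named after their values were seen. A camera test gave the list an adjusted p of 0.54 at 30 min, and its median turned negative with library totals, at -0.0049, and with limma on log2(FPKM + 0.1), at -0.0061. The values at 24 h are consistent with a loss of c-Myc, but slower growth from another cause could lower the same genes and was not tested.

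At both times 29 genes were called in the same direction, and 8 were lower at 30 min and higher at 24 h. Unchanged groups simulated against the shared controls gave at most 0 genes called at both times, but such groups give few or no calls at either time, so the part that the shared controls play in the overlap stays open. Across genes, which are not independent replicates, the log2 fold changes of both times correlated at 0.20. The simulated unchanged groups gave 0.46 to 0.59. Those groups hold no changed genes, unlike the 24 h libraries, so that range sets no level for the 0.20 and decides nothing about the controls.

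Steroid biosynthesis stood out among genes higher at 24 h, with 12 of 16 genes called (Fisher's exact test, adjusted p = 1.1e-05). As a single gene, given apart from that term and named after its value was seen, HMGCS1 had a log2 fold change of 4.27 at 24 h (adjusted p = 2.0e-20, edgeR).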
